A study of Homo sapiens with 28 samples. Its data were reported in "Targeting the spliceosome through RBM39 degradation results in exceptional responses in high-risk neuroblastoma models" (2021).

How the data were processed

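RNA sequencing of human neuroblastoma cells and xenografts was re-analysed from the gene counts and the splicing tables that the authors deposited. The 28 libraries fell into 12 groups named by the labels. BE2C cells had been treated with indisulam at 250 nM for 72 h or with 0.1% DMSO. BE2C and SK-N-AS cells carried a control hairpin or 1 of 2 hairpins against RBM39, called sh188 and sh190. Xenografts of SK-N-AS and SIMA cells in immunodeficient mice had been given indisulam at 25 mg per kg or vehicle. Each cultured group had 2 libraries and each xenograft group had 3. Replicate numbers came from the sample titles. They did not pair samples, since the deviations of libraries with the same number from their group means were correlated across genes at only 0.02, 0.02 and 0.22 in the SK-N-AS xenografts and at −0.21, −0.07 and 0.03 in the SIMA xenografts.

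Per the labels, the authors trimmed the reads, aligned them to the human genome build GRCh38 with STAR and estimated counts per gene with RSEM over a GENCODE annotation. The deposited values are expected counts, that is, estimated counts that need not be whole numbers. Between 3.10% and 4.22% of the genes in a library had a count more than 0.001 away from a whole number, and counts were rounded before use. Each deposited table listed 60662 genes and 92 spike-in sequences, and the spike-in sequences had 0 counts in all libraries, so they gave no scale. The protocols do not state that mouse reads were removed from the xenograft libraries. RSEM divides reads shared by near-identical copies, so genes with such copies, and read-through genes, are uncertain.

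The authors tested splicing with rMATS on junction reads, comparing treated with control groups, and deposited 35 tables, 1 for each of 5 event classes in 7 comparisons. The values used from them were the inclusion levels, the junction reads per replicate, the genome positions, and the p-value and FDR that the authors deposited. The tables list only events past a limit: the FDR lay under 0.05 and the absolute inclusion level difference above 0.1 for every event, so an event that is not listed may have been tested and not passed. The names of 6 of the 7 sets of tables, those of the hairpins and the tumours, put the treated group first, which points the other way from the data. The order of the 2 sides in each table was settled from the data, with the control on side 1. Across genes, the junction reads summed per gene on side 1 correlated positively with the counts of the control libraries and negatively with those of the treated libraries in all 7 tables. Differences are given as treated minus control. No splicing test was run anew. Other deposited columns, such as the exon lengths that rMATS scales by, were left unused.

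Genes were tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) with TMM scaling. The 19952 protein-coding genes of annotation level 1 or 2 were considered. CPM denotes counts scaled to a common library size. A gene was kept where its CPM reached the value of 10 reads in the smallest library in at least as many libraries as the smallest group held. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold change. The comparisons were indisulam against DMSO in BE2C cells, both hairpins pooled against the control hairpin in each line, each hairpin against the control hairpin with the 3 groups of the line in 1 fit, and indisulam against vehicle in each xenograft. The difference between the effects in the 2 xenografts, and in the 2 cell lines, was tested as an interaction term in a fit of 12 libraries. All adjusted p values for genes come from limma unless another tool is named. These tests and thresholds, the naming rules, the 4 gene lists and, except where stated, the alternatives were chosen before the data were examined.

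The genes named by rule were RBM39, DCAF15 and, in each of the 5 comparisons of treated with control groups, the 3 largest rises and the 3 largest falls among called genes with a mean CPM of at least 10 and no overlap between groups. Splicing events were named by the same kind of rule: the events of EED, and the 5 skipped exons with the largest mean change among those going the same way in all 5 cell culture tables with at least 20 junction reads in every replicate. Gene lists of the spliceosome, the G2-M phase, noradrenergic neuroblastoma identity and cancer genes that the study described as misspliced were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all lists and comparisons. The last list was chosen by the study on these libraries. Marker lists of blood cells, endothelium, fibroblasts and skeletal muscle were tested in the xenografts in the same way, adjusted among themselves. They were written after the counts had been opened, but before these genes were looked at. The exons of RBM39 itself were looked at outside the naming rule, after the values were seen. Exons were compared with the annotation of GENCODE v44, which matched the start and end of 99.8% of the skipped exons of the BE2C indisulam table. The authors used an earlier release.

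The gene fits were tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by known folds. All these folds lay well above the 2-fold threshold, in genes at a mean of 1 CPM or more. Recovery of changes nearer 2-fold, and of genes at lower counts, was not tested. Over the 11 fits, between 77.5% and 100% of the changed genes were recovered, 0 of them with the wrong sign. False calls reached at most 14 in a fit with changed genes and at most 3 in a fit without. Hairpin pairs share their control libraries, so the agreement that arises with no effect was simulated over 20 sets per line. Permutation tests across genes or exons used 100000 resamples and counted differences in both directions. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the splicing tables.

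Library totals ranged from 39723507 to 108031725 counts in cultured cells and from 17592781 to 101985818 counts in xenografts. Where a gene had 0 counts in all libraries of a group, its fold is a lower bound against a floor of 3 counts per library, and where counts were few, the ratio of pooled CPM has an exact 95% binomial interval. Intervals for shares are Wilson 95% intervals. Intervals and floors cover counting error only, since PCR copies are not independent molecules. The alternatives were edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, RLE size factors, no filter on low counts, a filter 5 times stricter, all annotated genes, no fold threshold, sample quality weights, a replicate block, each library left out in turn, fry and an estimated correlation for gene lists, and stricter limits or other units of counting for splicing. A replicate block with crossed numbers was added after seeing the data. When a group of 2 lost a library, the lone library was assumed to vary like the other groups. Cell survival, protein levels, drug screens and tumour growth were not analysed here.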

Results

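The expression of genes and the splicing of their transcripts were measured by RNA sequencing in 28 libraries of human neuroblastoma cells and tumours. BE2C, SK-N-AS and SIMA are established neuroblastoma lines. Indisulam is an aryl sulfonamide that links the RNA-binding protein RBM39 to the ubiquitin ligase receptor DCAF15, after which RBM39 is degraded. BE2C cells treated with indisulam and with DMSO gave 2 libraries each. The control hairpin and the hairpins sh188 and sh190 gave 2 libraries each in BE2C cells and 2 each in SK-N-AS cells. Tumours given vehicle and tumours given indisulam gave 3 libraries each in the SK-N-AS xenografts and 3 each in the SIMA xenografts. The total count per library was 39723507 to 108031725 in cultured cells, 79434664 to 101985818 in the SK-N-AS xenografts, 59993660 to 83742168 in the vehicle SIMA xenografts and 17592781 to 37425481 in the treated SIMA xenografts. The treated SIMA libraries were thus the shallowest of the series, and they held 9193308 to 16945746 counts in protein-coding genes. Genes of small RNA classes took 0.00263% to 0.0165% of the counts in cultured cells and 13.6% to 51.2% in xenografts. The correlation across genes of 2 replicates was 0.996 to 0.998 in cultured cells, 0.924 to 0.964 in SK-N-AS xenografts and 0.902 to 0.997 in SIMA xenografts, where genes are not independent replicates.

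The level of RBM39 mRNA (ENSG00000131051.23) was read first, since the hairpins target this mRNA and indisulam acts on the protein. Values are CPM of the protein-coding counts. In BE2C cells RBM39 was at 273.8 ± 0.990 (SD, n = 2) with DMSO and at 642.8 ± 9.78 (SD, n = 2) with indisulam, a log2 fold change of 1.24 (SE 0.03, limma adjusted p = 2.5e-20). It was at 260.4 ± 9.06 (SD, n = 2) with the control hairpin, 99.2 ± 0.419 (SD, n = 2) with sh188 and 85.1 ± 2.99 (SD, n = 2) with sh190. In SK-N-AS cells the same 3 groups had 240.0 ± 3.21, 99.6 ± 1.88 and 82.6 ± 0.970 (SD, n = 2 each). Tested by hairpin, the log2 fold change was −1.24 for sh188 and −1.55 for sh190 in BE2C cells, and −1.23 and −1.60 in SK-N-AS cells, with limma adjusted p values of 4.48e-10, 2.78e-10, 3.24e-12 and 1.16e-12. With both hairpins pooled it was −1.40 (SE 0.14, limma adjusted p = 0.00402) in BE2C and −1.41 (SE 0.15, limma adjusted p = 0.00563) in SK-N-AS cells. The pooled falls passed the threshold only with both control libraries: they were −1.36 and −1.43 in BE2C cells without control replicate 1 or 2, and −1.42 and −1.43 in SK-N-AS cells, and failed the threshold each time. Tested by hairpin, RBM39 passed without any 1 library in both lines. The SK-N-AS xenografts rose from 198.1 ± 2.67 to 654.6 ± 206 (SD, n = 3 each), a log2 fold change of 1.54 (SE 0.22, limma adjusted p = 0.00165). The SIMA xenografts had 253.2 ± 6.57 with vehicle and 307.3 ± 59.0 with indisulam (SD, n = 3 each), and no change was detected (log2 fold change 0.05, SE 0.15, limma adjusted p = 0.816).

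**Figure D1:**
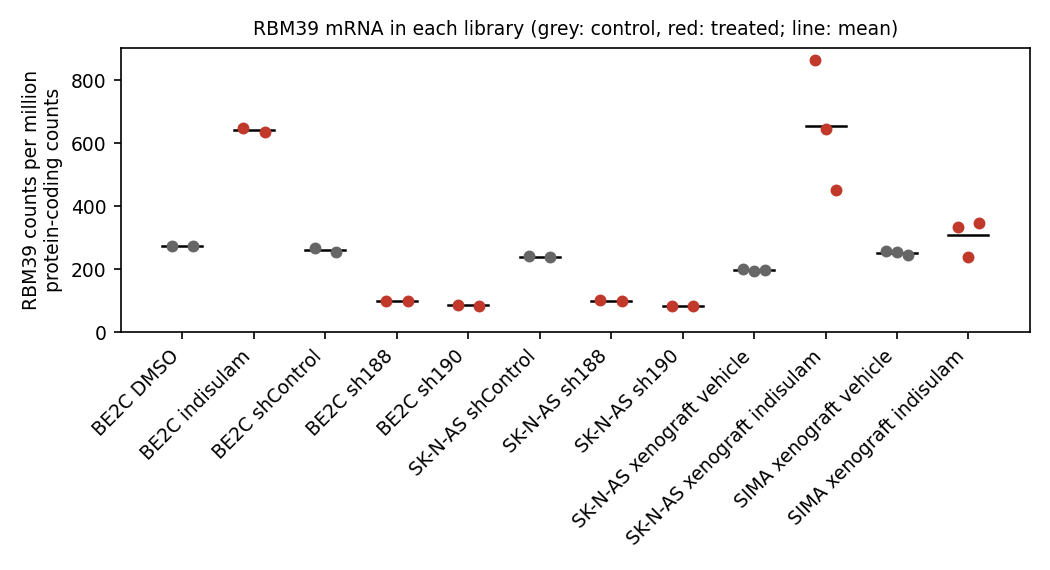
RBM39 mRNA in each library, as counts scaled to the protein-coding counts of the library (vertical axis), by group (horizontal axis), with grey points for control libraries, red points for treated libraries and lines for group means. Group means were 642.8 and 654.6 under indisulam in BE2C cells and SK-N-AS xenografts, against 273.8 and 198.1 in their controls, and 307.3 against 253.2 in SIMA xenografts.

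DCAF15 (ENSG00000132017.10), the ligase receptor, was at 60.8 ± 1.5 CPM with DMSO and 69.6 ± 0.306 CPM with indisulam in BE2C cells (SD, n = 2 each), a log2 fold change of 0.20 (limma adjusted p = 0.000174). With sh188 it was lower in BE2C cells (−0.37, limma adjusted p = 0.000694), and with sh190 it was higher in BE2C (0.31, limma adjusted p = 0.00186) and in SK-N-AS cells (0.43, limma adjusted p = 2.85e-05). No change was detected with sh188 in SK-N-AS cells (0.00, limma adjusted p = 0.955) or with the hairpins pooled, either in BE2C (−0.02, limma adjusted p = 0.959) or in SK-N-AS cells (0.21, limma adjusted p = 0.473). In treated xenografts DCAF15 was lower: from 45.4 ± 2.31 to 19.8 ± 4.49 CPM in SIMA (SD, n = 3 each; log2 fold change −1.45, limma adjusted p = 0.000212) and from 33.8 ± 6.92 to 21.2 ± 5.85 CPM in SK-N-AS (SD, n = 3 each; −0.78, limma adjusted p = 0.0386). The SK-N-AS value failed the threshold without any 1 of the 6 libraries, with log2 fold changes of −0.88 to −0.62. The difference between the xenografts, −0.71, was not past the threshold (limma adjusted p = 0.0738).

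The comparison of indisulam with DMSO asked which genes follow RBM39 loss in BE2C cells. Of 13363 genes tested, 2063 changed, 1021 higher and 1042 lower. The larger side changed with all annotated genes (1863 higher, 1418 lower), no filter on low counts (1283 and 1212) and no fold threshold (5109 and 5086). Without the fold threshold 10195 genes had an adjusted p under 0.05, the alternative that moved this count most. The largest rise by the naming rule was that of SEC31B (ENSG00000075826.17), from 4.55 ± 0.128 to 80.4 ± 6.65 CPM (SD, n = 2 each), a log2 fold change of 4.14 (SE 0.13, limma adjusted p = 3.68e-18). CNGB1, also named by the rule, rose by 2.88 on the same scale. The largest fall was that of R3HDM2 (ENSG00000179912.20), from 45.8 ± 2.79 to 3.26 ± 0.0549 CPM (SD, n = 2 each), a log2 fold change of −3.81 (SE 0.12, limma adjusted p = 2.23e-18). LPCAT3 and EGFL7 followed with −3.16 and −3.07.

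The knockdown asked which of these changes follow loss of the RBM39 mRNA without the drug. With both hairpins pooled, 1329 of 14038 genes changed in BE2C cells, 597 higher and 732 lower, and 594 of 14366 changed in SK-N-AS cells, 292 higher and 302 lower. The larger side changed in BE2C cells with DESeq2 (1752 genes, 964 higher and 788 lower), edgeR (638 and 626) and no fold threshold (1471 and 1428). In SK-N-AS cells it changed with DESeq2 (480 higher, 363 lower), edgeR (311 and 264), all annotated genes (423 and 412) and a replicate block (136 and 133). The pooled fit takes libraries of 2 hairpins as replicates, so their difference adds to the spread. The pooled counts rest on the control libraries. Without control replicate 1, limma called 155 genes in BE2C and 0 in SK-N-AS cells, and without control replicate 2 it called 0 in both. The limma counts at an unadjusted p under 0.05 were then 3086 and 2771 in BE2C and 2598 and 2475 in SK-N-AS cells. In the same 4 settings edgeR called 0 genes each time, with 2874, 2792, 2533 and 2447 at an unadjusted p under 0.05, and DESeq2 called 1149, 1035, 509 and 444. In BE2C cells SLC26A10, LIN28B and SEC31B had the largest rises, with log2 fold changes of 3.49, 3.01 and 3.0, and APLNR, SYT2 and ADGRG2 the largest falls, with −5.49, −4.88 and −4.01. LIN28B (ENSG00000187772.8) went from 48.4 ± 4.56 (SD, n = 2) to 398.7 ± 102 CPM (SD, n = 4) with a limma adjusted p of 0.00358. APLNR (ENSG00000134817.10) went from 75.5 ± 1.68 (SD, n = 2) to 1.96 ± 1.2 CPM (SD, n = 4) with a limma adjusted p of 0.0023. In SK-N-AS cells LAT, NME1-NME2 and MSI1 rose by 2.43, 2.09 and 1.96, and IGFBP5, CD68 and SFXN2 had log2 fold changes of −2.94, −2.30 and −2.27. IGFBP5 (ENSG00000115461.5) went from 332.6 ± 14.8 (SD, n = 2) to 43.7 ± 8.09 CPM (SD, n = 4) with a limma adjusted p of 0.00279. NME1-NME2 is a read-through gene, so its count is uncertain. These 12 genes kept their direction without any 1 library, and 10 of them lost significance without either control library, APLNR and ADGRG2 only without control replicate 2.

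Tested separately, sh188 changed 4055 genes in BE2C cells (1701 higher, 2354 lower) and 1878 in SK-N-AS cells (830 higher, 1048 lower). For sh188 in SK-N-AS cells the larger side changed with no fold threshold (5498 higher, 5406 lower). The hairpin sh190 changed 2846 genes in BE2C (1269 higher, 1577 lower) and 1876 in SK-N-AS cells (1054 higher, 822 lower). Unlike the pooled counts, these held without any 1 library: 4035 to 4193 and 1817 to 1919 for sh188, and 2818 to 2987 and 1819 to 1938 for sh190. Across genes, which are not independent replicates, the effects of the 2 hairpins correlated at 0.403 in BE2C and 0.411 in SK-N-AS cells. The hairpins share their control libraries, and with no effect simulated sets gave a mean correlation of 0.485 (0.414 to 0.590) in BE2C and 0.479 (0.444 to 0.521) in SK-N-AS cells. Those sets hold noise alone, whereas 10716 to 11469 genes per hairpin had a limma adjusted p under 0.05 at any fold. The simulated value is therefore no floor for the real data. How much of the observed correlations sharing controls gives was not measured. Both hairpins called 1435 genes in BE2C cells, 85.3% in the same direction, and 665 in SK-N-AS cells, 88.7% in the same direction, whereas the simulated sets had at most 1 gene called by both. Pairs of comparisons without shared libraries have no correlation from shared controls. The same hairpin correlated between the lines at 0.456 for sh188 and 0.621 for sh190, and different hairpins at 0.229 and 0.295. The pooled knockdown correlated between the lines at 0.561, with 190 genes called in both and 98.4% of them in the same direction. Indisulam and pooled knockdown in BE2C cells correlated at 0.430, with 402 genes called in both, 88.1% in the same direction.

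The 2 xenografts asked whether the drug has the same effect on tumours of 2 lines. In SK-N-AS xenografts 3734 of 14482 genes changed, 2118 higher and 1616 lower, and in SIMA xenografts 3879 of 13128 changed, 2352 higher and 1527 lower. With no fold threshold the SIMA count was 6909. The effects in the xenografts correlated across genes at 0.0793, and of 1231 genes called in both, 55.0% went the same way. Indisulam in BE2C cells correlated with the SK-N-AS xenografts at 0.178 (717 genes called in both, 71.7% the same way) and with the SIMA xenografts at 0.295 (817 genes, 78.7%). The SK-N-AS xenografts correlated with the pooled knockdown in SK-N-AS cells at 0.275 (275 genes, 86.9%). Tested as an interaction, the effect of indisulam differed between the xenografts for 5360 of 14260 genes, 2566 with the higher value in SIMA and 2794 with the lower value. The larger side changed with RLE size factors (2711 higher, 2588 lower), DESeq2 (2914 and 2597) and no filter on low counts (3451 and 3257). Of the 5360 genes, 3820 had effects of opposite sign and 730 were called in both models in opposite directions. A gene without counts in a model still receives a fitted sign there. IL1A, EGFL7 and APLNR, for instance, shared the same fitted SIMA effect of 1.89. The 3820 may therefore include genes with no measured effect in 1 model. The effect on RBM39 differed by −1.54 (SE 0.26, limma adjusted p = 0.000481). Between the cell lines the knockdown effect differed for 198 of 15037 genes, 141 higher and 57 lower in SK-N-AS. That count was 514 with DESeq2 and 9 to 156 without 1 library, the lowest without SK-N-AS control replicate 1.

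Several of the named genes in xenografts were near 0 in 1 arm, so their folds are given from pooled counts. In SK-N-AS xenografts NR5A2 (ENSG00000116833.14) had 0 counts in all 3 vehicle libraries and 235 to 4745 in the treated ones, at least 647-fold higher. That bound pools treated libraries of 3.12 to 68.1 CPM, so it depends on the highest of them. Without 1 library the fitted log2 fold change of NR5A2 was 9.41 to 11.86. EYA2 and TNNI1 had 6 and 3 counts in the vehicle libraries and ratios of 1046 (interval 480.1 to 2850) and 1723 (589 to 8360). IL1A (ENSG00000115008.5) had 1412 to 8276 counts with vehicle and 0 in all 3 treated libraries, at least 1168-fold lower. GREM1 had 14 counts over the treated libraries and a ratio of 2435 (1451 to 4454). PCDH11X had 1 count there against 183 to 8553 with vehicle, a ratio of 9419 (1690 to 372054), and it failed the limma threshold without any 1 of the treated libraries (log2 fold changes of −10.46, −11.30 and −10.90). In SIMA xenografts CD44 (ENSG00000026508.18) went from 0.0788 ± 0.0405 to 111.9 ± 22.8 CPM (SD, n = 3 each; ratio 1420, interval 829.9 to 2670), and CNTNAP4 and ARHGEF28 had ratios of 821 (584 to 1194) and 899.6 (569 to 1519). The largest falls were those of THSD8, HIST1H4F and IGF2BP1, with log2 fold changes of −4.97, −4.95 and −4.70. Without 1 library they were −5.9 to −3.8, −5.5 to −4.4 and −5.1 to −4.5, so their order is not settled. THSD8 had 1 to 73 counts in the treated libraries. IGF2BP1 (ENSG00000159217.10) went from 436.6 ± 52.3 to 18.8 ± 9.96 CPM (SD, n = 3 each; limma adjusted p = 3.28e-05). HIST1H4F is one of many near-identical histone genes, so its count is uncertain.

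Gene lists asked whether cell division, identity and splicing genes moved together. The G2-M list of 20 genes had median log2 fold changes of −0.42 with indisulam in BE2C cells (camera adjusted p = 1.51e-05), −2.25 with sh188 (1.37e-08) and 0.67 with sh190 in BE2C (3.99e-07), and 0.54 with sh190 in SK-N-AS cells (3.00e-07). It was −3.85 in SIMA xenografts (camera adjusted p = 1.01e-12), where all 20 genes were called lower, and 0.30 in SK-N-AS xenografts (camera adjusted p = 0.0604), where 3 genes were called higher. The pooled knockdown gave −0.86 in BE2C (camera adjusted p = 0.433) and 0.13 in SK-N-AS cells (0.224), and sh188 in SK-N-AS cells gave −0.22 (0.0762). The spliceosome list of 40 genes was at −0.71 in SIMA xenografts (camera adjusted p = 1.04e-06), with 39 of 40 genes lower. It was at 0.15 with the pooled knockdown (0.0425) and 0.27 with sh190 in BE2C (0.00547), and at 0.19 with sh188 in SK-N-AS cells (0.00414). The noradrenergic list of 15 genes was at 0.36 with indisulam (camera adjusted p = 0.0452) and 0.66 with sh188 in BE2C cells (0.0471). In the other comparisons neither of these 2 lists passed camera. In the pooled BE2C knockdown its median was −0.16, its mean 0.11, camera gave an upward and fry a downward direction, and neither passed. The spliceosome list with sh190 in SK-N-AS cells likewise had a median just under 0, a mean just above it, and opposite directions by camera and fry. Within these 9 comparisons all camera calls held under fry. None of them held with an estimated inter-gene correlation, where the lowest adjusted p was 0.124.

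**Figure D2:**
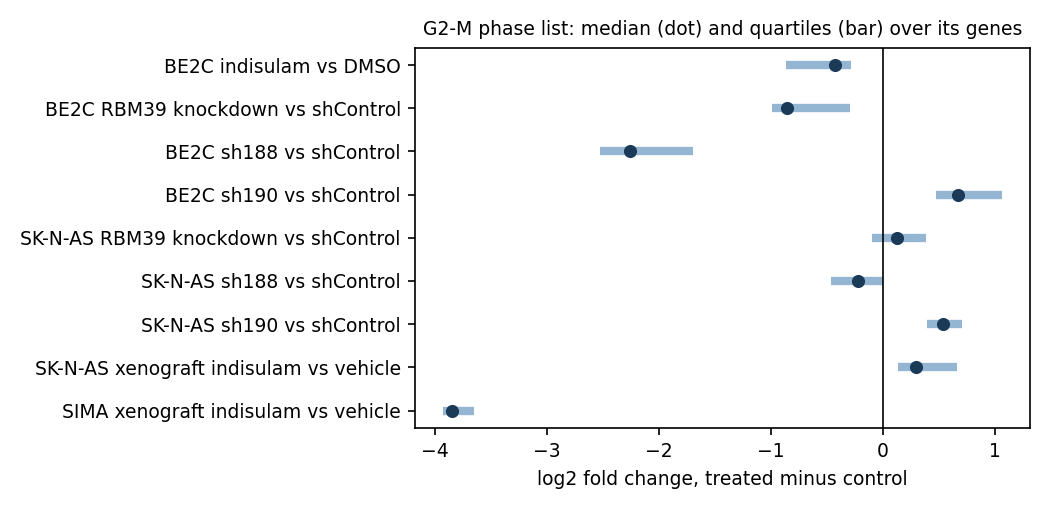
Log2 fold change, treated minus control (horizontal axis), of the G2-M list in each comparison (vertical axis), with a dot for the median and a bar for the quartiles over its 20 genes. The median was −3.85 in SIMA xenografts and −2.25 with sh188 in BE2C cells, and 0.67 and 0.54 with sh190 in the 2 lines.

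The list of 20 cancer genes described as misspliced was chosen by the study on these libraries, so it is not independent evidence. The genes called over all genes tested and those called when adjusted over the list alone were equal in number in all 9 comparisons. With indisulam in BE2C cells they were 5, among them ATR, FGFR4 and EZH2 at log2 fold changes of −1.16, −2.01 and −1.64. The numbers were 7 with sh188 and 1 with sh190 in BE2C cells, 1 with sh188 and 0 with sh190 in SK-N-AS cells, 1 with the pooled knockdown in BE2C cells and 0 with that in SK-N-AS cells, 2 in SK-N-AS and 6 in SIMA xenografts. As a set the list passed camera in 1 comparison, sh188 in SK-N-AS cells, with a median of −0.28 (camera adjusted p = 0.0452).

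Markers of host tissue were tested in the xenografts. In SK-N-AS xenografts the median log2 fold change was −2.51 over 8 blood markers (camera adjusted p = 0.0165), −1.95 over 6 endothelial markers (0.0466), −0.22 over 10 fibroblast markers (0.0997) and 4.83 over 6 skeletal muscle markers (0.0165). With genes at 0 set to the floor, these medians were −2.45, −1.79, −0.12 and 5.10. In SIMA xenografts it was 1.60 over 3 blood markers (camera adjusted p = 0.0997) and 2.52 over 8 fibroblast markers (0.0641). Endothelial and muscle markers had too few tested genes there. Cultured cells, which hold no host cells, expressed 4 of the 13 blood, 1 of the 8 endothelial, 9 of the 10 fibroblast and 1 of the 8 muscle markers at 1 CPM or more. Under fry all 6 of these tests passed, and with an estimated correlation none did.

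Splicing was read from the authors' deposited tables, which list events past an FDR of 0.05 and an inclusion difference of 0.1. The tables held 15196 events in 5601 genes for indisulam in BE2C cells, 24883 events for sh188 and 27714 for sh190 in BE2C cells, 26165 and 20835 for the same hairpins in SK-N-AS cells, 35032 for SK-N-AS xenografts and 17958 for SIMA xenografts. Counting genes in place of events moved these numbers most. Skipped exons made up 48.2% to 70.6% of each table. In the authors' deposited table for indisulam in BE2C cells, 8814 of 10725 skipped exons (82.2%, Wilson interval 81.4 to 82.9) had lower inclusion when treated. The share was 53.9% for sh188 and 68.2% for sh190 in BE2C cells, 71.7% and 68.3% in SK-N-AS cells, and 72.1% in SK-N-AS xenografts. In SIMA xenografts it was 32.6% (Wilson interval 31.6 to 33.5): 3103 exons had lower and 6429 higher inclusion. Whether this share differs from that in SK-N-AS xenografts was not tested beyond counting error, since the events of a table are not independent. Retained introns went mostly to higher inclusion in all 7 tables, with 10.4% to 36.6% lower.

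**Figure D3:**
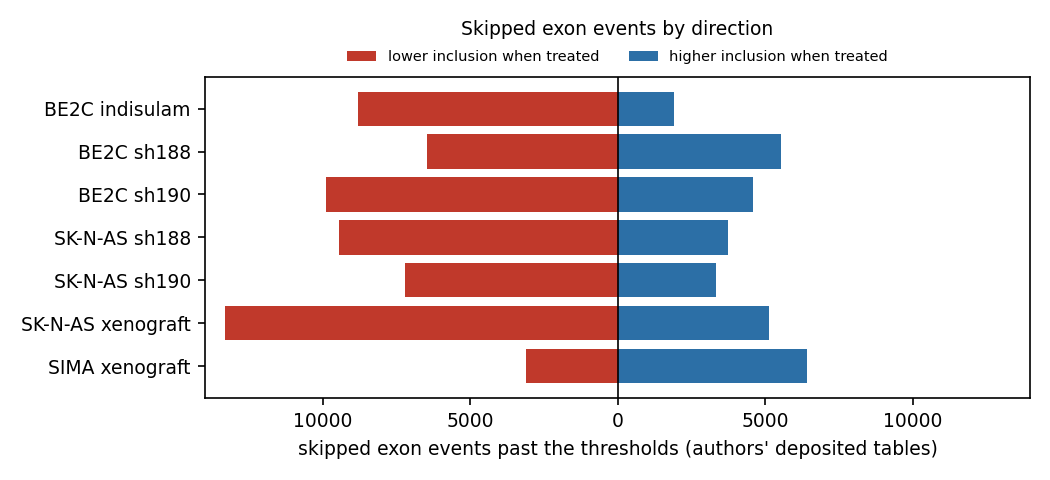
Skipped exon events past the thresholds in the authors' deposited tables (horizontal axis, number of events), to the left for lower and to the right for higher inclusion when treated, for each of the 7 tables (vertical axis). Lower inclusion prevailed in 6 tables, with 8814 against 1911 events for indisulam in BE2C cells, and higher inclusion in SIMA xenografts, with 6429 against 3103.

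Shared events were matched by position in the authors' deposited tables. The 2 hairpins shared 9421 events in BE2C (97.9% in the same direction) and 8841 in SK-N-AS cells (98.9%). Sharing controls gives agreement of its own. In simulated tables of the listed skipped exons with no effect, 28.4% and 26.8% of the smaller table passed in both, 98.3% and 97.9% of them in the same direction. That simulation used an unadjusted p under 0.05 in place of the FDR, from a test that ignores the spread between replicates. The real tables shared 37.9% and 42.4% over all 5 event classes, so these shares are not directly comparable with the simulated ones. Tables with no control in common shared 4574 events between indisulam and sh190 in BE2C cells (97.0% the same way), 3291 between indisulam and sh188 (91.2%), 5322 between the lines for sh188 (95.3%) and 5212 for sh190 (97.3%). Indisulam in BE2C cells shared 4421 events with SK-N-AS xenografts (94.8% the same way) and 2413 with SIMA xenografts (79.7%). The 2 xenografts shared 3909 events, 76.9% the same way. Of 973 events in all 5 cell culture tables, 962 went the same way in each, 627 lower and 335 higher. The SK-N-AS xenograft table held 691 of these 962 events (98.6% in the same direction) and that of the SIMA xenografts held 433 (90.1%, Wilson interval 86.9 to 92.5). The 5 cell culture tables include 2 pairs with shared controls.

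The skipped exons named by rule had large changes in the authors' deposited tables, in coordinates of GRCh38. An exon of FGFR1OP2 (chromosome 12, 26960515 to 26960628, exon 5) went from an inclusion of 0.835 to 0.125 with indisulam in BE2C cells, and its inclusion fell by 0.472 in SK-N-AS xenografts and fell by 0.334 in SIMA xenografts. Exons 6 and 4 of PACRGL (chromosome 4, 20712788 to 20712922 and 20707803 to 20707870) changed by −0.732 and −0.754 with indisulam in BE2C cells. Both events share the skipping junction from 20704814 to 20713432, so they are not independent losses. With indisulam in BE2C cells an exon of SNAP25 (chromosome 20, 10292882 to 10292999) changed by −0.675. An exon of SGCE (chromosome 7, 94639341 to 94639448) rose by 0.706 and was not listed in the SIMA table. Exon 8 of EED (ENSG00000074266.20; chromosome 11, 86266083 to 86266216) changed by −0.483 with indisulam, −0.131 with sh188 and −0.262 with sh190 in BE2C cells, −0.420 and −0.365 with these hairpins in SK-N-AS cells and −0.307 in SK-N-AS xenografts. It was not listed in the SIMA table. The skipping junction of this event, from 86264263 to 86276980, passes over exon 9 as well, at 86268456 to 86268561. The event therefore reflects loss of exons 8 and 9 together, and the paper describes skipping of both. The 8 other skipped exon events of EED were listed in 1 or 2 tables each. Exon 9, read against the same skipping junction, changed by −0.341 with sh190 in BE2C and −0.493 with sh188 in SK-N-AS cells. Beside other flanking exons it changed by −0.116 with indisulam in BE2C cells, −0.164 with sh188 in SK-N-AS cells and −0.145 in SK-N-AS xenografts. A shorter form of it from 86268472 changed by −0.497 and −0.413 with sh188 and sh190 in SK-N-AS cells. An exon at 86257515 to 86257596 rose by 0.508 with sh190 in BE2C cells and 0.221 in SK-N-AS xenografts in an event with as few as 3 and 2 junction reads in a replicate, and in another event it changed by −0.115 with indisulam in BE2C cells and −0.201 in SK-N-AS xenografts. Exons from 86264172 changed by −0.191 with indisulam in BE2C cells (as few as 4 junction reads) and −0.132 with sh188 in SK-N-AS cells. Mutually exclusive exons of EED changed by −0.315 with indisulam and −0.232 with sh190 in BE2C cells, −0.208 with sh188 in SK-N-AS cells, 0.156 in SK-N-AS and −0.141 in SIMA xenografts, and a retained intron by 0.101 in SK-N-AS xenografts (as few as 2 junction reads). The EED mRNA had a log2 fold change of −0.03 with indisulam in BE2C cells.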

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

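The tests for exchanged or mislabelled tumours, host muscle, host blood cells or fibroblasts, dilution by host reads and fewer cycling cells, and the other splits by edgeR and DESeq2, were chosen only after the results were seen. The other tests in this part were planned.

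The effect of indisulam differed between the SK-N-AS and SIMA xenografts by the interaction test for 5360 genes. Library labels drawn anew within each model gave as many genes in 2 of 100 draws, the real labels included, out of 200 possible. The other of the 2 had the arms of 1 model reversed and gave 5728 genes, and draws that kept 1 model as labelled gave at most 2372. Within each model alone, 1 of the 10 splits of the 6 libraries gave as many changed genes, the real one, in SK-N-AS (3734) and in SIMA (3879). The other 9 splits gave 0 genes by limma, with at most 753 and 148 at an unadjusted p under 0.05 against 6353 and 7651 for the real ones. They gave 0 by edgeR (at most 810 and 192 at that p) and at most 38 and 2 by DESeq2. A design of 3 against 3 cannot give a share under 10%, so the share alone does not settle whether the split is a chance one. The depth of the treated SIMA libraries was argued against as the whole cause: with all xenograft libraries thinned to the protein-coding depth of the shallowest, 4876 genes differed, and the counts within the models were 2840 and 3575. Removing the trend on transcript length left 5351 genes and removing that on GC content left 5321. An exchange or mixing of tumours between the models was argued against by genes particular to 1 model. Of 53 genes expressed in SIMA vehicle tumours and near 0 in SK-N-AS cells and vehicle tumours, at most 3.77% reached 1 CPM in a treated SK-N-AS tumour, and 90.6% to 94.3% did in the treated SIMA tumours. Of 129 genes chosen the other way round, 79.8% to 86.8% did so in treated SK-N-AS and 8.53% to 15.5% in treated SIMA tumours. The treated SK-N-AS tumours were closest in expression to their own vehicle group, with a correlation across genes of 0.834 against 0.722 for the nearest group of another line, SIMA vehicle, so a tumour of another line of this study is argued against as well.

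The RBM39 effect differed between the xenografts by −1.54 on the log2 scale. Little loss of RBM39 activity in the treated SIMA tumours was weighed. It was argued against by splicing in the authors' deposited tables: of the 433 events shared by all cell culture tables that the SIMA table lists, 90.1% kept their direction (Wilson interval 86.9 to 92.5), where no effect would leave them going either way. The same value argues against exchanged arms in the SIMA tumours. Some values go with the explanation: RBM39 mRNA did not rise in SIMA tumours, and neither exon 8 of EED nor an exon of RBM39 that lost inclusion in the other 6 tables is in the SIMA table. A smaller loss of RBM39 than in SK-N-AS tumours stays open, and RBM39 protein was not analysed here. The lines differ in origin, and such biological differences stay open as untested. No time of dosing or harvest is recorded for the tumours, so the models may also differ in exposure. The paper mentions indisulam-resistant SK-N-AS tumours, and does not say whether the treated tumours sequenced here are those.

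Among the 14 genes tested by name in the xenografts, 12 differed. Apart from RBM39 and DCAF15 they were named for large changes in 1 model, which favours a difference, so the tally is no measure of how often the models differ. The effect in SIMA was lower by the interaction test for EYA2 (−8.46), TNNI1 (−7.14), THSD8 (−2.95), HIST1H4F (−5.10) and IGF2BP1 (−11.39), besides RBM39. It was higher for IL1A (14.17), GREM1 (13.17), PCDH11X (14.66), CD44 (14.97), CNTNAP4 (12.55) and ARHGEF28 (10.30). Fitted values of genes near 0 in 1 arm, or in both arms of a model, depend on the prior count and are no bounds. The fitted SIMA effect of IL1A, 1.89, equalled those of EGFL7 and APLNR, as genes without counts there would give. For IL1A the difference therefore reflects the fall in SK-N-AS tumours and shows no change in SIMA. In SK-N-AS xenografts 9 genes were at 0 counts in all vehicle libraries and at 1 CPM or more in all treated ones, and 6 the other way round. In SIMA xenografts these counts were 11 and 1.

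A skeletal muscle gene, TNNI1, was among the largest rises in SK-N-AS tumours, so reads from host muscle were weighed. The muscle list had a median log2 fold change of 4.83, and of 3.68 to 5.43 without 1 library, the lowest without treated replicate 1. All 6 tested genes rose in each case, 5 of them called with all libraries and 2 without vehicle replicate 1 or 3. The libraries overlap in the summed level of the list: 31.2 CPM in vehicle replicate 3, most of it TTN (29.3 CPM), against 18.9 CPM in treated replicate 3. ACTA1 reached 1.34 to 36.8 CPM in treated tumours against 0.0750 to 0.152 with vehicle. The abundant muscle transcripts MYH1 and MYH4 stayed at or under 0.0145 CPM in the treated tumours. Host reads that align unevenly to the human genome keep this open, so host muscle and a change within the tumour cells cannot be told apart. In SIMA tumours the fibroblast list rose by a median of 2.52, but 9 of its 10 genes are expressed in cultured cells. COL1A1 was at 6.26 to 739 CPM in treated SIMA tumours against 1.18 to 2.20 with vehicle. Host fibroblasts and the tumour cells themselves cannot be told apart as its source. Dilution of tumour RNA by host reads would lower all tumour genes by 1 shared factor. It was argued against as the whole cause of the falls in SIMA: the median log2 fold change of the G2-M list minus that of the noradrenergic list was −3.47, with quartiles of −3.92 to −3.65 against −0.59 to 0.33. A smaller dilution stays open.

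The G2-M list differed between the xenografts by a median of −4.26 (camera adjusted p = 5.76e-16, fry 3.99e-08, estimated correlation 0.0264), and the spliceosome list by −0.99 (3.12e-07, 3.99e-08 and 0.00268). Both were lower in SIMA. The list of misspliced cancer genes differed by a median of −0.14. It passed fry (adjusted p = 0.0242), but not camera (0.585) or an estimated correlation (0.696). Fewer cycling cells in the treated SIMA tumours may account for the G2-M fall: histone genes outside the list took at most 0.448% of protein-coding counts in treated SIMA tumours and 2.26% to 2.83% with vehicle. This is a hypothesis formed on the same libraries, and no count of cycling cells was analysed here.

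Between the cell lines, the knockdown effect differed for 198 genes, and for SYT2 (4.32, SK-N-AS minus BE2C) and ADGRG2 (2.34) among 14 named. Of the gene lists, the noradrenergic list differed between the lines by camera (median −0.50, camera adjusted p = 0.0242), but not by fry (0.490) or with an estimated correlation (0.696). The count of 198 is fragile. With a replicate block limma called 0 genes, with 1511 at an unadjusted p under 0.05. With that block edgeR called 0 (1545 at an unadjusted p under 0.05) and DESeq2 338 (2003 at an unadjusted p under 0.05). Leaving out 1 library gave 9 to 156 genes, 9 without SK-N-AS control replicate 1. Technical causes of these differences were not tested apart from these settings. A difference between the lines stays open.

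Genes of small RNA classes, which only the alternative with all annotated genes tested, took a mean of 41.7% ± 10.3 of counts in the treated SIMA tumours (SD, n = 3) against 15% ± 1.4 with vehicle (SD, n = 3). The ranges, 30.8% to 51.2% and 13.6% to 16.5%, do not overlap, as 10% of splits of 3 against 3 would give by chance. In SK-N-AS tumours the means were 22.9% ± 13.8 and 19.7% ± 8.53 (SD, n = 3 each). Fragmented RNA that favours short transcripts predicts a negative rank correlation of fold change with transcript length across genes. In SIMA it was 0.127, but it was positive in SK-N-AS xenografts (0.111) and in BE2C cells with indisulam (0.0824) too, and a trend shared by the treatments can hide a negative one. Fragmentation therefore stays open. The share in cultured cells, at most 0.0165%, is likely due to selection of polyadenylated RNA in those libraries: histone mRNAs, which lack a poly(A) tail, took at most 0.0605% of protein-coding counts there, against 0.937% to 2.12% in SK-N-AS and 0.252% to 2.83% in SIMA tumours. The labels give total RNA for all 28 libraries, so a difference in library type stays a hypothesis. If it holds, it is confounded with culture against tumour, and no fit here holds both kinds of library. In the groups of 4 knockdown libraries, 16 groups of values were searched for a library far from the others, with a highest gap of 0.510 of the range. Each group holds 2 hairpins whose difference widens the range, so that no library stood out says little.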

How the results depend on the processing

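The replicate block with crossed numbers was chosen only after the data were seen, and all other alternatives were planned. Of 1572 alternative values for 176 results, 1214 kept their direction and side of the threshold, stayed within the spread or, for counts, within 1.5 times, 48 became weaker, 14 became stronger, 273 moved and 23 reversed. RLE size factors kept 69 of 69 and a filter 5 times stricter 39 of 39. Except where the alternative itself shows it, such as fewer genes or libraries, the cause of a change was not tested.

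Without the fold threshold, gene counts rose to 10195 for indisulam in BE2C cells, 2899, 11469 and 10716 for the pooled knockdown, sh188 and sh190 in BE2C, 2292, 10904 and 10857 for the same in SK-N-AS cells, 6909 in SIMA xenografts and 303 for the difference between the lines. All annotated genes gave 3281 for indisulam and 4326 for sh190 in BE2C, 3050 for sh190 in SK-N-AS cells and 5819 in SIMA xenografts, and no filter on low counts gave 6270 there. Quality weights gave 2889 and 1061 genes for the pooled knockdown in BE2C and SK-N-AS, and a replicate block 677 and 269. DESeq2 gave 514 genes for the difference between the lines and the replicate block 0 (limma; 1511 at an unadjusted p under 0.05, edgeR 0 with 1545, DESeq2 338). With the replicate block the counts were 2031 for indisulam in BE2C, 3909 in SK-N-AS and 3918 in SIMA xenografts, and 5496 for their difference. The block with crossed numbers gave 2858 for sh190 in BE2C cells against 2827 with uncrossed numbers.

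DCAF15, which was not past the threshold in these 2 comparisons, changed sign with edgeR in the pooled BE2C knockdown (0.0171) and with sh188 in SK-N-AS cells (−0.00145), and with DESeq2 (0.0290 and −0.000627).

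For gene lists, an estimated correlation left 12 camera calls without support. Adjusted p was 0.555 for G2-M with indisulam in BE2C, 0.631 for the spliceosome in the pooled BE2C knockdown, 0.124 for the spliceosome in SIMA, and 0.469 for the rest: G2-M with sh188 and sh190 in BE2C, in SIMA and with sh190 in SK-N-AS, misspliced genes with sh188 in SK-N-AS, noradrenergic genes with indisulam and sh188 in BE2C, and spliceosome genes with sh190 in BE2C and sh188 in SK-N-AS. Under fry, lists that camera did not call passed: G2-M with sh188 in SK-N-AS (0.00537) and in SK-N-AS xenografts (0.0207), misspliced genes with indisulam (0.00495) and sh188 in BE2C (0.000337) and in SIMA (0.0154), noradrenergic genes with sh190 in BE2C (0.000603) and sh188 in SK-N-AS (0.0150), and spliceosome genes with indisulam and sh188 in BE2C (0.0150 each) and in SK-N-AS xenografts (0.00636). Fry reversed the direction, with no call by either, for misspliced genes with sh190 in SK-N-AS (0.364), noradrenergic genes in the pooled BE2C knockdown (0.875) and spliceosome genes with sh190 in SK-N-AS (0.0565). Over all annotated genes camera passed G2-M with sh188 in SK-N-AS, misspliced genes with indisulam and noradrenergic genes in SK-N-AS xenografts (0.0489 each) and noradrenergic genes with sh188 in SK-N-AS (0.0313), lost the spliceosome call in the pooled BE2C knockdown (0.224), and reversed the noradrenergic list there (0.885) and the spliceosome list with sh190 in SK-N-AS (0.377).

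Correlations moved. Spearman's rho was 0.603 between the pooled knockdowns, 0.322 and 0.242 between indisulam in BE2C and SIMA and SK-N-AS xenografts, 0.352 between the SK-N-AS hairpins and 0.0460 between the xenografts. Over only the genes past the threshold in either comparison, Pearson's r was 0.664 for the pooled knockdowns, 0.477, 0.327 and 0.190 for indisulam in BE2C against knockdown, SIMA and SK-N-AS xenografts, 0.473 for the SK-N-AS hairpins, 0.0505 for the xenografts and 0.348 for SK-N-AS xenografts against knockdown.

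For splicing in the authors' deposited tables, a difference above 0.2 left 8775 events for indisulam, 15407 and 17350 for sh188 and sh190 in BE2C, 16537 and 13187 in SK-N-AS, 20752 in SK-N-AS and 10571 in SIMA xenografts. Shared events were then 1406 and 2061 for indisulam with sh188 and sh190, 1035 and 1916 with SIMA and SK-N-AS xenografts, 5010 and 4803 for the hairpins of BE2C and SK-N-AS, 2525 and 2412 between the lines for sh188 and sh190, 1723 between xenografts, and 3145 and 2435 for SK-N-AS xenografts with sh188 and sh190. Requiring 20 reads per replicate left 12723, 14254, 13789 and 10300 events for the hairpins in that order, 16450 and 6136 for SK-N-AS and SIMA xenografts, and 5568, 5335, 1272, 1678, 4298 and 3401 shared events for the BE2C hairpins, the SK-N-AS hairpins, indisulam with SIMA, the xenografts, and SK-N-AS xenografts with sh188 and sh190. Counting genes gave 5601, 6874, 7182, 7158, 6633, 7822 and 5977 for the 7 tables in the order of indisulam, the BE2C hairpins, the SK-N-AS hairpins, SK-N-AS and SIMA xenografts, and 3638 genes shared by indisulam and SIMA.

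Without 1 library the ranges were: BE2C pooled knockdown 0 to 1159 genes, SK-N-AS 0 to 482, line difference 9 to 156; RBM39 −1.46 to −1.34 in BE2C and −1.48 to −1.36 in SK-N-AS pooled knockdown, −0.0468 to 0.137 in SIMA and −0.10 to 0.0511 for the line difference; DCAF15 −0.15 to 0.11 in the pooled BE2C knockdown, −0.0987 to 0.0836 for sh188 in SK-N-AS and −0.88 to −0.62 in SK-N-AS xenografts. RBM39 changed sign without SIMA vehicle replicate 3 (−0.00227) and indisulam replicate 3 (−0.0468). The limma count of 0 came without BE2C control replicate 2 (2771 at an unadjusted p under 0.05, DESeq2 1035, edgeR 0) and without SK-N-AS control replicate 1 or 2 (2598 and 2475, DESeq2 509 and 444, edgeR 0). In BE2C edgeR had 2792 at an unadjusted p under 0.05 and in SK-N-AS 2533 and 2447. Correlations ranged over 0.390 to 0.432 (BE2C hairpins), 0.398 to 0.452 (SK-N-AS hairpins), 0.518 to 0.580 (pooled knockdowns), 0.389 to 0.442 (indisulam and knockdown), 0.251 to 0.290 (SK-N-AS xenografts and knockdown), 0.165 to 0.195 and 0.276 to 0.298 (indisulam with SK-N-AS and SIMA xenografts) and 0.0621 to 0.111 (xenografts). As for depth, thinning all xenograft libraries to the 9193308 protein-coding counts of the shallowest lowered the counts from 3734 to 2840 in SK-N-AS and from 3879 to 3575 in SIMA xenografts.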

Other observations

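The tests of chance differences between cultures, of the RBM39 exon and of genes with 1 lost exon in the hairpin tables were chosen only after the results were seen. The tests of reading frame and pyrimidine tracts were written down before their values were seen, and the rule for reading the test of genes with 1 lost exon was set after its value was seen.

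The hairpins sh188 and sh190 differed in the genes they changed. The G2-M list went down with sh188 and up with sh190 in BE2C cells, and of the 13363 genes tested in both lines, 175 in BE2C and 44 in SK-N-AS cells were called in opposite directions by the 2 hairpins. A different degree of RBM39 loss was argued against as the whole cause: the hairpin difference in BE2C cells was nearly unrelated to the mean knockdown effect in SK-N-AS cells (correlation across genes 0.0450). Chance differences between cultures were argued against too, since the hairpin differences of the 2 lines, from separate libraries, correlated at 0.456. Of the 8 genes called in opposite directions in both lines, all 8 had the same orientation. Effects of a hairpin beyond RBM39 may therefore be present. Of 202 genes called with both hairpins in both lines, 177 went the same way in all 4 comparisons.

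Genes with a lost coding exon whose own length shifts the reading frame had a lower median log2 fold change than the other genes with lost coding exons. A skipping junction can pass over several exons, as with exons 8 and 9 of EED, and their joint loss may keep the frame. The test thus sorts genes by exon length and not by the frame of their transcripts. The difference was −0.14 with indisulam in BE2C cells (permutation p = 1e-05, the smallest the resampling can give, and adjusted permutation p = 3.5e-05). The difference was negative in each of the 7 tables, and 5 of them passed an adjusted p of 0.05. The SK-N-AS and SIMA xenografts did not (permutation p = 0.097 and 0.13). This is consistent with loss of frame-shifted transcripts, but more lost exons in genes with frame-shifting exons may also give it. Among genes with exactly 1 lost coding exon the difference was −0.0554 in BE2C cells with indisulam (permutation p = 0.051). That outcome lies between the statements written for it, so for indisulam in BE2C cells the 2 explanations cannot be told apart. In the hairpin tables the difference among such genes was −0.192 for sh188 in BE2C (adjusted permutation p = 0.0091), −0.144 for sh188 in SK-N-AS (7e-05) and −0.102 for sh190 in SK-N-AS cells (0.0091), which argues against more lost exons as the whole cause there. For sh190 in BE2C cells it was −0.0851 (adjusted permutation p = 0.0683), and the 2 cannot be told apart.

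Weaker pyrimidine tracts upstream of the exons that lose inclusion were tested as a reason for their loss. The exons that lost inclusion had a higher pyrimidine share in the 25 bases upstream than those that gained it, by 1.43 percentage points with indisulam in BE2C cells (70.9% against 69.5%, adjusted permutation p = 1.75e-05), the reverse of the prediction. The difference was positive in the 5 cell culture tables and negative, as predicted, in SK-N-AS (−0.678) and SIMA xenografts (−0.878). Weaker tracts in lost than in gained exons are thus argued against for cultured cells and not for tumours. Exons without a change were not scanned, so whether lost exons have weaker tracts than those stays open.

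RBM39 mRNA rose under indisulam while an exon of 73 bases of RBM39 (chromosome 20, 35740525 to 35740597) fell in inclusion from 0.231 to 0.0005 in the authors' deposited table for BE2C cells. In the authors' deposited tables for the hairpins it changed by −0.191 and −0.211 in BE2C and −0.217 and −0.219 in SK-N-AS cells, and by −0.175 in SK-N-AS xenografts. It was not in the SIMA table. The exon was chosen after its values were seen. Of its 10 annotated transcripts 9 have the nonsense-mediated decay biotype and 0 are coding. Loss of a poison exon by which RBM39 limits its own mRNA is a candidate explanation for the rise. With the hairpins the exon fell as well while the mRNA was lower, which the hairpins bring by targeting that mRNA.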
